# Postnatal Allergic Inhalation Induces Glial Inflammation in the Olfactory Bulb and Leads to Autism-Like Traits in Mice

**DOI:** 10.3390/ijms251910464

**Published:** 2024-09-28

**Authors:** Eizo Tanaka, Ryo Yamasaki, Ban-yu Saitoh, Amina Abdelhadi, Satoshi Nagata, Sato Yoshidomi, Yuka Inoue, Koichiro Matsumoto, Jun-ichi Kira, Noriko Isobe

**Keywords:** allergic rhinitis, autism spectrum disorder, olfactory bulb, eosinophil, glial inflammation, medial prefrontal cortex

## Abstract

Autism spectrum disorder (ASD) is one of the most prevalent neurodevelopmental disorders. To explore its pathophysiology, we investigated the association between neonatal allergic exposure and behavioral changes. Adult female C57BL/6J mice were immunized with adjuvant (aluminum hydroxide) or ovalbumin emulsified with adjuvant. After immunization, the mice were mated, and offspring were born at full term. The postnatal dams and infants were then simultaneously exposed to an allergen (ovalbumin) or vehicle via inhalation. After weaning, behavioral testing and histopathological analyses were conducted on male offspring. Compared with the vehicle-exposed offspring, the ovalbumin-exposed offspring had decreased sociability and increased repetitive behavior, thus representing an ASD-like phenotype in mice. Moreover, histopathological analyses revealed that the ovalbumin-exposed mice had increased astroglial, microglial, and eosinophilic infiltration in the olfactory bulb, as well as increased eosinophils in the nasal mucosa. The ovalbumin-exposed mice also had decreased dendritic spine density and a lower proportion of mature spines, suggesting the impairment of stimulus-induced synaptogenesis. In conclusion, postnatal allergic exposure induced an ASD-like phenotype, as well as allergic rhinitis, which was followed by glial inflammation in the olfactory bulb parenchyma.

## 1. Introduction

Autism spectrum disorder (ASD) is one of the most prevalent neurodevelopmental disorders [1,2]. The prevalence estimates of ASD have increased worldwide over time, and estimated prevalences differ across distinct geographic regions and ethnicities [3]. A recent report indicated that by 8 years of age, the frequency of ASD in the United States is 1 in 54 children, and ASD predominantly affects boys more than girls at a ratio of approximately 4:1 [4]. Multiple factors contribute to ASD pathogenesis: genetic susceptibility, internal factors such as autoimmunity (including allergic conditions), and environmental factors such as infections, toxic substances, environmental pollution, and malnutrition [1,5].

The increase in individuals with ASD coincides with a worldwide rise in the prevalence of allergic disorders, of which allergic rhinitis is the most common [6,7]. It is estimated that allergic rhinitis affects approximately 24.8% of US children and 28.2% of Japanese children [8,9]. Furthermore, numerous cross-sectional and longitudinal investigations have demonstrated an epidemiological relationship between allergies and ASD [10,11,12,13]. Neuroinflammation, which can impair memory, mood, and cognitive functions, can be caused by a variety of immune modulators and cytokines that are induced by allergic rhinitis [14]. Nonetheless, pathways that may link nasal inflammation with neuropsychiatric diseases remain unclear.

It is crucial to comprehend how nasal allergic irritation impacts the structure and functioning of the brain. The association between allergic exposure and the nervous system is a major research focus for our group. In a previous study, we found that allergic exposure in mice induced microglial and astroglial activation in the spine, leading to neuropathic pain [15]. We also demonstrated that in the short term (30 days), early postnatal allergic airway inflammation does not induce ASD-like behaviors. However, allergic exposure-induced microglial changes and an ASD-like phenotype appear by postnatal day (P) 70, when mice reach their adolescent period [16]. By contrast, the human ASD phenotype usually occurs early in life—before the age of 3 years—during which time a large amount of synaptogenesis and microglial synaptic pruning occurs [17,18]. This discordance between the natural course of ASD and the findings in our previous study may be caused by our study procedures, at least in part because the mice were isolated from their dams during stressful intranasal allergic exposure, and the frequency of allergic exposure (twice weekly) may have been insufficient to induce allergic changes in the central nervous system (CNS). Therefore, in the present study, we hypothesized that a less stressful but more frequent allergy induction that more closely resembles environmental exposure, rather than long-term intranasal allergic exposure, may be required to avoid any residual effects on the behavior of the offspring. To explore the association between allergic exposure and ASD-like behaviors, we prenatally immunized dam mice with adjuvant (aluminum hydroxide [alum]) only or ovalbumin (OVA) emulsified with adjuvant, and we postnatally exposed both dam and offspring mice (simultaneously) to aerosolized 2.5% OVA. We found that postnatal allergic exposure induced ASD-like behavioral changes, as well as allergic rhinitis, with glial inflammation in the olfactory bulb (OB) parenchyma.

## 2. Results

### 2.1. Gradual Inducement of Airway Allergy in Dams

First, we investigated the lung histopathology of the dams in each group to observe whether there were asthmatic changes as a result of allergic airway inflammation. Compared with the non-allergic group, we noted bronchial inflammatory cell infiltration, increased PAS-positive mucus production, and increased eosinophils in the broncho-alveolar lavage fluid (BALF) in the mildly allergic group and more severely in the allergic group. These findings are consistent with allergic asthma, and as the intensity of allergy induction increased, there were increased allergic inflammation findings (Supplementary Figure S1).

### 2.2. Mild Allergy-Induced ASD-like Behavioral Changes in the Offspring

Next, we performed behavioral testing on the pups. In the three-chamber test, the preference index (which reflects sociability in mice) was lower in the mildly allergic group than in the non-allergic group (*p* < 0.01; Figure 1A). Notably, however, there were no significant differences in the preference index between the mildly allergic and allergic groups (*p* = 0.68). These results suggest that simple allergic exposure in the dam and pups, rather than intensive maternal allergic exposure with antigen sensitization, is sufficient to induce impairments in pup sociability.

Similarly, in the marble burying test, which is used to assess repetitive and obsessive behavior, the mildly allergic group buried significantly more marbles than the non-allergic group (*p* < 0.05). There were no significant differences between the mildly allergic and allergic groups (*p* = 0.76; Figure 1B).

In the open field test, which is used to assess anxiety behaviors, there was a tendency toward more time spent in the center, reflecting less anxiety, in the mildly allergic group than in the non-allergic group; however, this difference did not reach significance among the three groups (*p* = 0.35; Figure 1C). Similarly, there were no significant differences in the distance traveled in this test (*p* = 0.57; Figure 1D).

In summary, OVA aerosol inhalation-induced allergic exposure caused sociability impairments and repetitive behaviors, both of which are core symptoms of ASD. Maternal pre-sensitization did not affect the behavioral results of the pups. Given that pup behavioral changes were caused by the inhalation of OVA by pups only, we conducted all further experiments using just two groups: the non-allergic group (hereafter referred to as the PBS group) and the mildly allergic group (hereafter referred to as the OVA group).

### 2.3. Effects of Maternal Nursing Behavior

To evaluate whether maternal nursing behavior affected adolescent pup behavior, we compared maternal nursing behaviors between the PBS and OVA groups. There were no differences in the four nursing behaviors (licking/grooming, nursing, off pups, and self-grooming) between the dams of the two groups. These results suggest that any behavioral changes in the pups were not caused by maternal nursing behavior (Supplementary Figure S2).

### 2.4. Allergic Rhinitis in OVA Group According to Histopathological Examination of Lung and Nasal Mucosa

We then investigated the histopathological changes in the pups. There was no bronchial inflammatory infiltration or mucus production in the lungs (i.e., there were no asthmatic findings) in the PBS or OVA groups (Figure 2A). In the BALF samples, almost all cells were alveolar macrophages, although a few eosinophils were also observed in the OVA group. These findings suggest that there were almost no differences in the lung allergic changes between the two groups. This may be because neither group was immunized using adjuvant-emulsified antigens. Next, we focused on another airway allergy: allergic rhinitis. Allergic rhinitis often precedes the occurrence of allergic asthma, and it has a higher worldwide prevalence than allergic asthma [19,20]. Mild granulocyte infiltration was observed in the nasal mucosa of the OVA group compared with the PBS group (Figure 2B). We then conducted immunohistochemistry for eosinophil cationic protein (ECP) in the nasal mucosa to differentiate infiltrated eosinophils from other granulocytes. We identified a few ECP-positive eosinophils that had infiltrated into the nasal mucosa of OVA mice (Figure 2B). In summary, mild allergic rhinitis but no allergic asthma occurred in mice exposed to allergens without antigen sensitization.

### 2.5. Allergic Rhinitis-Induced Glial Inflammation in the OB

A previous study demonstrated that lipopolysaccharide-induced rhinitis results in microglial and astroglial activation and synaptic loss in the surface layers of the OB [21]. We therefore examined the microglia and astroglia located on the surface (i.e., olfactory nerve layer [ONL], glomerular layer [GL], and external plexiform layer [EPL]) of the OB. Using immunohistochemistry, the ionized calcium-binding adapter molecule 1 (Iba1)- and glial fibrillary acidic protein (GFAP)-positive areas on the OB surface were increased in the OVA group compared with those in the PBS group (*p* < 0.05 for Iba1, Figure 3A; *p* < 0.05 for GFAP, Figure 3B). We also performed immunohistochemistry for PSD95, a postsynaptic protein, in the external plexiform layer; there were fewer PSD95-positive puncta in the OVA group than in the PBS group (*p* < 0.01; Figure 3C). We then performed additional behavioral testing—the buried food test—to identify whether any olfaction loss was caused by OB synaptic loss. However, there was no difference in the latency to find food between the two groups (*p* = 0.67; Figure 3D), indicating no major olfaction loss in the OVA group.

### 2.6. Eosinophilic Protein Upregulation in OVA Group in Microarray Analysis of OB

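Gene expression in the OB was measured on the Clariom D mouse array, a microarray whose probe sets cover coding and noncoding transcripts. The PBS group had inhaled aerosolized PBS, and the OVA group aerosolized ovalbumin, an egg white protein used as an allergen, at 2.5% for 30 min 3 times per week. Each group was represented by 1 array, hybridized with 100 ng of RNA pooled from the whole OBs of 4 animals, which the sample labels place at postnatal day 28. With 1 pooled array per group, the spread between animals was not measured, no test was possible, and the number of arrays limits the precision of every difference. The methods describe male offspring and RNA isolated with an RNeasy Mini Kit. The sample labels instead give female animals and TRIzol followed by the SV Total RNA Isolation System. Y-linked genes had median log2 values of 10.42 in the PBS pool and 10.46 in the OVA pool. Xist, a female-specific gene, was at 6.39 and 6.49. These levels argue against pools of females only. The authors standardized the scans at the gene level by signal space transformation-robust multi-chip analysis in Expression Console, given as version 1.4.1 in the submitters' processing notes. The deposited values are linear intensities of 65956 probe sets, with a median of 118.4 in the PBS pool and 136.8 in the OVA pool. They were converted to log2 here, and the PBS value was subtracted from the OVA value. Over all probe sets this difference had a mean of 0.175 and an SD of 0.36, and the z-score of a probe set or gene was its difference minus that mean, divided by that SD. The paper's text gives the threshold of the z-score but not its formula. A z-score of 2 lay at a difference of 0.90 (1.87-fold higher in the OVA pool) and a z-score of -2 at -0.55 (0.683 of the PBS intensity). At or beyond these values lay 2880 probe sets that were higher and 761 that were lower in the OVA pool, of which 1684 and 198 have no gene in the annotation used. A gene's value was the mean of the probe sets that name that gene and no other. Of 30702 genes, 776 had a z-score of at least 2 and 509 a z-score of -2 or less. The z-score is scaled by the spread of these same 2 arrays, so some genes pass the threshold on any pair. In simulated data, with noise set to the SD of all observed differences, 4.16% of unchanged probe sets were past it. That share follows largely from the noise set and is not a rate of false calls on these arrays. Being past the threshold does not show that a gene changed. Among genes with a signal above the median of all genes, the largest positive differences included Vmn1r11, a vomeronasal receptor (1.92), the microRNA gene Mir680-1 (1.66), Btbd35f25, a multicopy X-linked gene (1.59), and Prl2c2, a placental hormone of the prolactin family (1.58). Large negative differences were those of Nr4a1, a nuclear receptor induced by neuronal activity (-1.43), Aplp1, a relative of the amyloid precursor protein (-1.42), Tubb4a, a tubulin of the brain (-1.22), and Dpysl2, a protein of axon growth (-1.11). Gene lists were compared with 10000 random lists of the same size drawn from genes of similar signal (20 bins), and a list was taken to stand apart when its median difference lay outside the middle 95% of theirs. The percentile of a list among them describes the 2 arrays and is not a test.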

To elucidate any ASD phenotype-inducing gene expression changes in the OB, we conducted a microarray analysis of bulk OB tissue to identify differentially expressed genes, defined as a *z*-score ≥ 2 or ≤ −2. The DAVID was used to identify affected Gene Ontology (GO) biological processes. 

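The receptor families of the chemical senses had higher median differences than random lists, while most of their genes were not past the threshold. Of 1229 olfactory receptor genes, 101 had a z-score of at least 2, none had a z-score of -2 or less, and 985 lay above the mean difference of the array. Their median difference was 0.44, against 0.13 for the random lists, and stood at the 100th percentile. Examples were Olfr205 (z-score 3.30, from a low PBS value of 6.00) and Olfr1051, which was 2.55-fold higher. Vomeronasal receptor genes, a family of pheromone receptors, were taken by symbol, with pseudogenes such as Vmn2r-ps85 included. Of 495 of them, 133 were past the threshold, all of them higher, with a median difference of 0.62 (100th percentile). Vmn1r11 went from a log2 value of 6.37 in the PBS pool to 8.29 in the OVA pool. Among 38 taste receptor genes, the bitter receptors Tas2r129 (z-score 2.36) and Tas2r107 (z-score 2.27) were past the threshold, from low PBS values of 5.96 and 5.69. The median difference was 0.47 (100th percentile). Of 21 placental prolactin family genes, Prl2c2 (2.99-fold) and Prl2c5 (2.28-fold) were past it, with a median of 0.53 (percentile 99.99). Genes that olfactory sensory neurons and their supporting cells express along with the receptors did not stand apart. None of 19 such olfactory epithelium genes was past the threshold, their median difference was 0.09 (percentile 38.05), and the member farthest from 0 was Obp1a, an odorant-binding protein, at 0.42. Only 6 of the 19 lay above the median signal of all genes, so a small amount of RNA from these cells could go unseen. The number of olfactory receptor genes depended on the definition of the z-score. It was 177 higher and 6 lower when the mean and SD were taken from the 1000 probe sets nearest in signal, 232 and 2 with the median and the median absolute deviation, 169 and 0 with the mean and SD of probe sets naming 1 gene, and 22 and 0 among probe sets above the median signal. Under the same settings the vomeronasal receptor genes past the threshold numbered 77 to 194, the taste receptor genes 0 to 7 and the placental prolactin family genes 2 to 5.

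**Figure D1:**
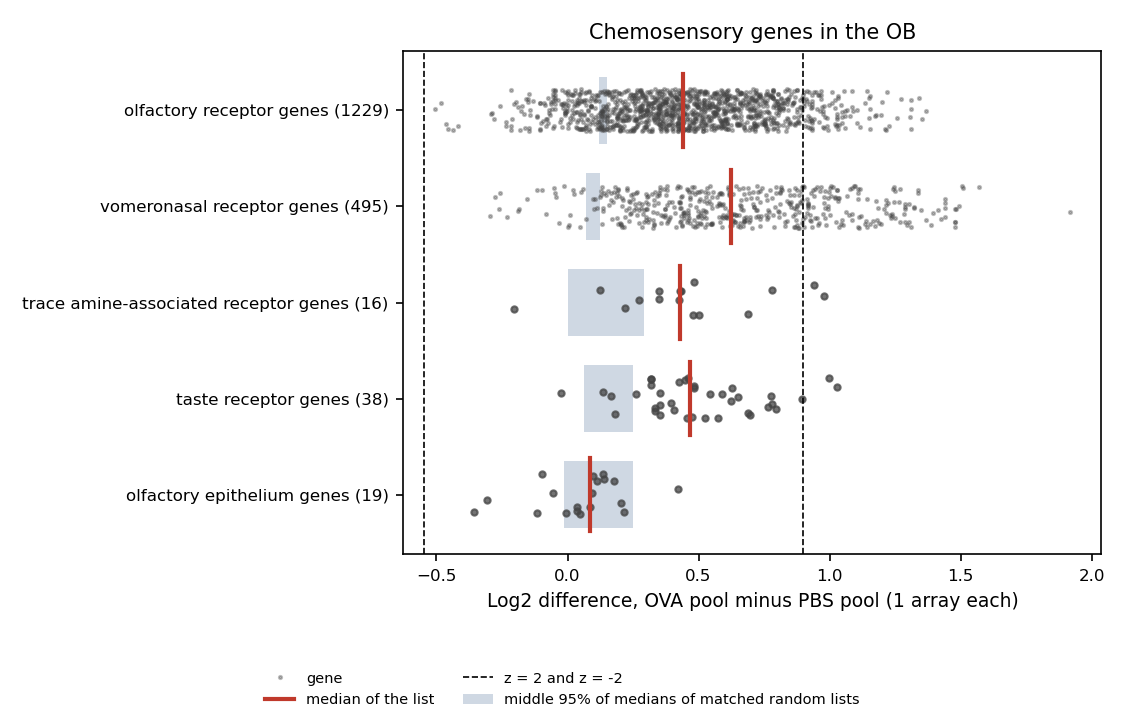
Log2 difference, OVA pool minus PBS pool, for each measured gene (points) of 5 chemosensory lists, with the number of genes in brackets, the median of each list (red line), the middle 95% of the medians of matched random lists (grey bar) and the differences at z-scores of 2 and -2 (dashed lines). The medians of the receptor lists lie between 0.43 and 0.62, to the right of their grey bars, and that of the olfactory epithelium genes, at 0.09, lies inside its bar.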

Of the many olfaction- or chemical sensation-related processes that were affected by OVA inhalation, there was an upregulation of mucosal innate immune response genes. These upregulated genes included alpha-defensin, which was reported to be upregulated in activated eosinophils [22], and both *Ear4* and *Rnase2b*, which are eosinophilic granular proteins. 

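Alpha-defensins, antimicrobial peptides best known from Paneth cells of the small intestine, were higher in the OVA pool. Of 23 alpha-defensin genes with a probe set of their own, 12 of them pseudogenes, 4 had a z-score of at least 2, none had a z-score of -2 or less and 19 had neither, with a median difference of 0.55 (100th percentile). These were Defa41 (2.54-fold), with log2 values of 8.47 in the PBS pool and 9.82 in the OVA pool, and the pseudogenes Defa-ps6 (2.43-fold), Defa-ps1 (1.90-fold) and Defa-ps18 (1.87-fold). Members of this family have closely related sequences, and 13 of the 36 probe sets that name only alpha-defensins name several of them. Of these 36 probe sets, 11 had a z-score of at least 2, and the largest difference, 1.495 (z-score 3.64), belonged to one that names several members. The 24 probe sets of alpha-defensin genes had a median difference of 0.84 and the 12 of pseudogenes 0.44. Eosinophil-associated ribonucleases are granule proteins of mouse eosinophils. Of 5 such genes, Ear14 (z-score 2.40) was past the threshold, and the median difference was 0.67 (percentile 99.85). The 9 probe sets of ribonuclease pseudogenes had a median difference of 0.23 and none was past the threshold, and all 14 probe sets together had a median of 0.35 (percentile 99.36). Rnase2b had log2 values of 4.93 in the PBS pool and 5.83 in the OVA pool (z-score 1.995). Both lie below the lower quartiles of the arrays (5.96 and 6.15), as does the PBS value of Ear14 (5.76), so these signals are not separated from background and no fold is given. The differences of Ear10, Rnase2a and Ear6 were 0.67, 0.53 and 0.47. No probe set is named Ear4 in the annotation used, before or after symbols were updated, and no value is given for it. Among 40 beta-defensin genes, which epithelia express, Defb6 (z-score 2.11, with a low PBS value of 5.90) was past the threshold, and the median difference was 0.24 (percentile 98.9). Of 11 markers of Paneth cells outside the defensin family, 10 were not past the threshold, and Mptx2, a pentraxin, was (1.99-fold). Their median difference was 0.40 (percentile 99.67), at a low median signal of 6.06. Keratin-associated protein genes of hair (100th percentile) and interferon alpha genes (99.66) stood as high. The percentile thus does not separate RNA of Paneth cells from a signal shared by unrelated families. The same limit holds for the alpha-defensin (median 0.55) and ribonuclease genes (0.67). The medians of vomeronasal receptor genes (0.62) and placental prolactin family genes (0.53) lay near theirs. The number of alpha-defensin genes at or above a z-score of 2 was 9 with the median and the median absolute deviation, 7 with probe sets of 1 gene, 7 after loess centring and 2 among bright probe sets. Rnase2b passed the threshold with the signal-dependent z-score (2.93), with the median and the median absolute deviation (2.53), with probe sets of 1 gene (2.28) and after loess centring (2.01). Defa-ps1 missed it with the signal-dependent z-score (1.90) and among bright probe sets (1.72), Defa-ps18 and Mptx2 among bright probe sets (1.68 and 1.88), and Defb6 after loess centring (1.97).

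**Figure D2:**
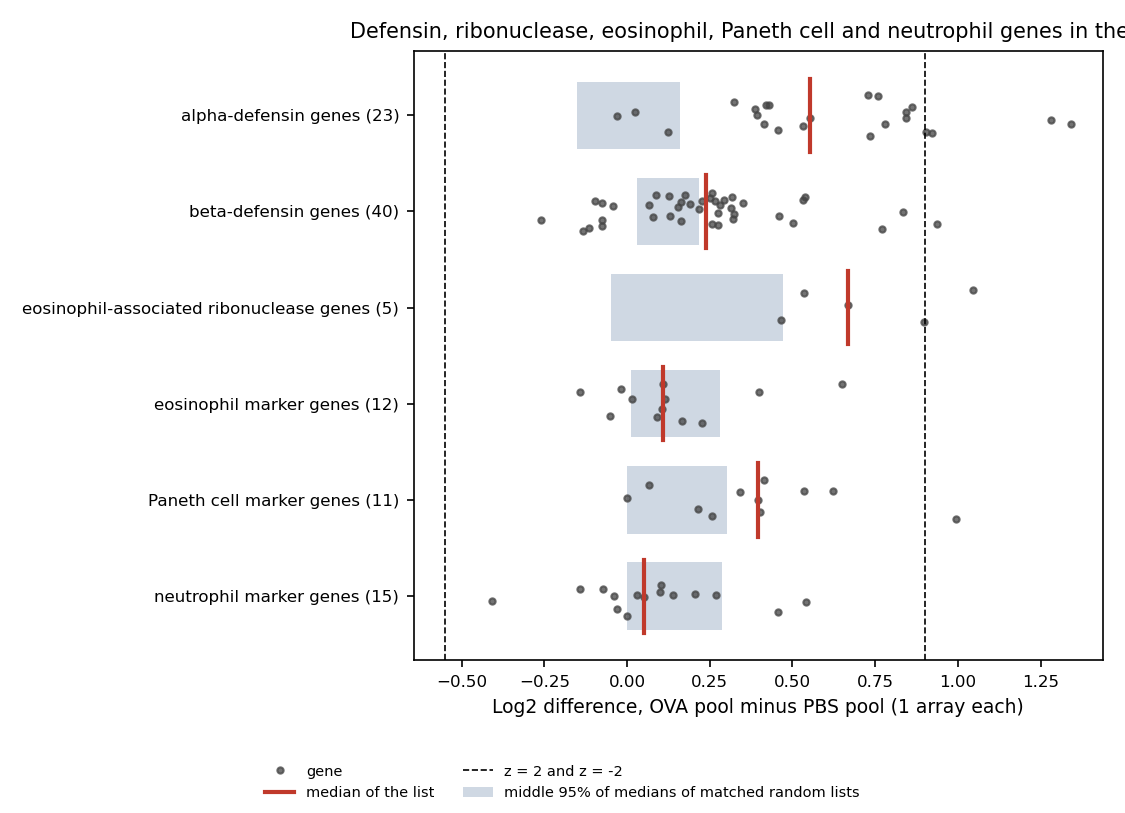
Log2 difference, OVA pool minus PBS pool, for each measured gene (points) of 6 lists, with the number of genes in brackets, the median of each list (red line), the middle 95% of the medians of matched random lists (grey bar) and the differences at z-scores of 2 and -2 (dashed lines). The medians of the alpha-defensin (0.55) and ribonuclease (0.67) genes lie to the right of their grey bars, and those of the eosinophil (0.11) and neutrophil (0.05) marker genes lie inside theirs.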

Although not included in the aforementioned biological process gene set, *Ccr3*, which is mainly used as an eosinophilic cellular marker, was another upregulated gene.

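Ccr3, the eotaxin receptor of eosinophils, had log2 values of 5.23 in the PBS pool and 5.89 in the OVA pool, both below the lower quartiles of the arrays, and a z-score of 1.31. Its z-score was 2.19 when the mean and SD were taken from probe sets of similar signal. Of 12 eosinophil marker genes outside the ribonuclease family, Ccr3 included, none was past the threshold in either direction, and their median difference of 0.11 stood at percentile 33.96. Epx and Prg2, which encode the peroxidase and the major basic protein of eosinophil granules, had differences of 0.11 and -0.14. Those of Prg3, a second major basic protein, Siglecf, a surface lectin, and Il5ra, the interleukin-5 receptor, were 0.40, 0.12 and 0.02. Alox15, Cebpe, Gata1, Hrh4, Ltc4s and Cd300lf lay between -0.05 and 0.23. All 12 markers had low signals, with a median log2 value of 5.54 against 7.29 for all genes, and 0 of them lay above the latter. Other white blood cells were described in the same way. None of 15 neutrophil marker genes was past the threshold (median 0.05, percentile 11.61), and none of 15 T cell and lymphocyte marker genes (median 0.07, percentile 9.00). With the mean and SD from probe sets of similar signal, 1 neutrophil marker gene was lower past the threshold. Of 13 mast cell and basophil marker genes, Cpa3, a mast cell protease, was past it (1.93-fold), and the median of 0.32 stood at percentile 98.52, or 97.27 after loess centring. Among bright probe sets Cpa3 had a z-score of 1.77. No member of a list of 23 type 2 allergic response genes was past the threshold (median 0.14, percentile 56.44), and the member farthest from 0 was the chemokine Ccl17 at 0.47. With the signal-dependent z-score, 1 of the 23 was lower past the threshold and 0 were higher. Median log2 signals were low here as well, at 6.62 for neutrophil, 6.03 for T cell and lymphocyte and 6.12 for type 2 genes. Small numbers of such cells or small changes could thus go unseen.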

We subsequently conducted a heatmap/cluster analysis of mucosal innate immune response genes, including both pro- and anti-inflammatory genes [23] and astroglia-related genes [24]. 

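Of the lists of reactive astrocyte and inflammatory genes, none stood apart from the random lists. The pro- and anti-inflammatory genes had low median log2 signals of 6.01 and 6.12, against 7.29 for all genes. Only 4 of the 27 and 3 of the 17 lay among probe sets above the median signal, so changes in these lists could go unseen. Of 13 pan-reactive astrocyte genes, which are raised in reactive astrocytes of several kinds, none was past the threshold, and the median difference was -0.0047 (percentile 14.78). Gfap, the intermediate filament of astrocytes, had log2 values of 11.65 in the PBS pool and 11.40 in the OVA pool (z-score -1.17), and Steap4, a metalloreductase, had a difference of 0.41. None of 9 A1-specific genes was past the threshold (median 0.12, percentile 75.94), with Srgn, a proteoglycan, farthest from 0 at 0.34. The same held for 12 A2-specific genes (median 0.03, percentile 9.56), with the cytokine Clcf1 at 0.17. Of 27 pro-inflammatory genes, 1 was past the threshold and 26 were not. This was Mif, macrophage migration inhibitory factor, which was lower in the OVA pool (difference -0.60, z-score -2.13), and the median of the list was 0.09 (percentile 16.71). Mif was not past the threshold with the signal-dependent z-score (-1.45), among bright probe sets (-1.74) or after loess centring (-1.87). None of 17 anti-inflammatory genes was past it (median 0.14, percentile 53.69). Chil3, a chitinase-like protein of alternatively activated macrophages, was 1.73-fold higher with a z-score of 1.71, which was 2.19 with the median and the median absolute deviation. Retnla, another product of these macrophages, had a difference of 0.79, short of the threshold, and a signal-dependent z-score of 2.51. Interferon response genes (16 genes, median 0.17, percentile 79.81) and complement and antigen presentation genes (16 genes, median 0.08, percentile 39.51) had no member past the threshold, and Isg15 and C5ar1 were farthest from 0 at 0.65 and 0.41.

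**Figure D3:**
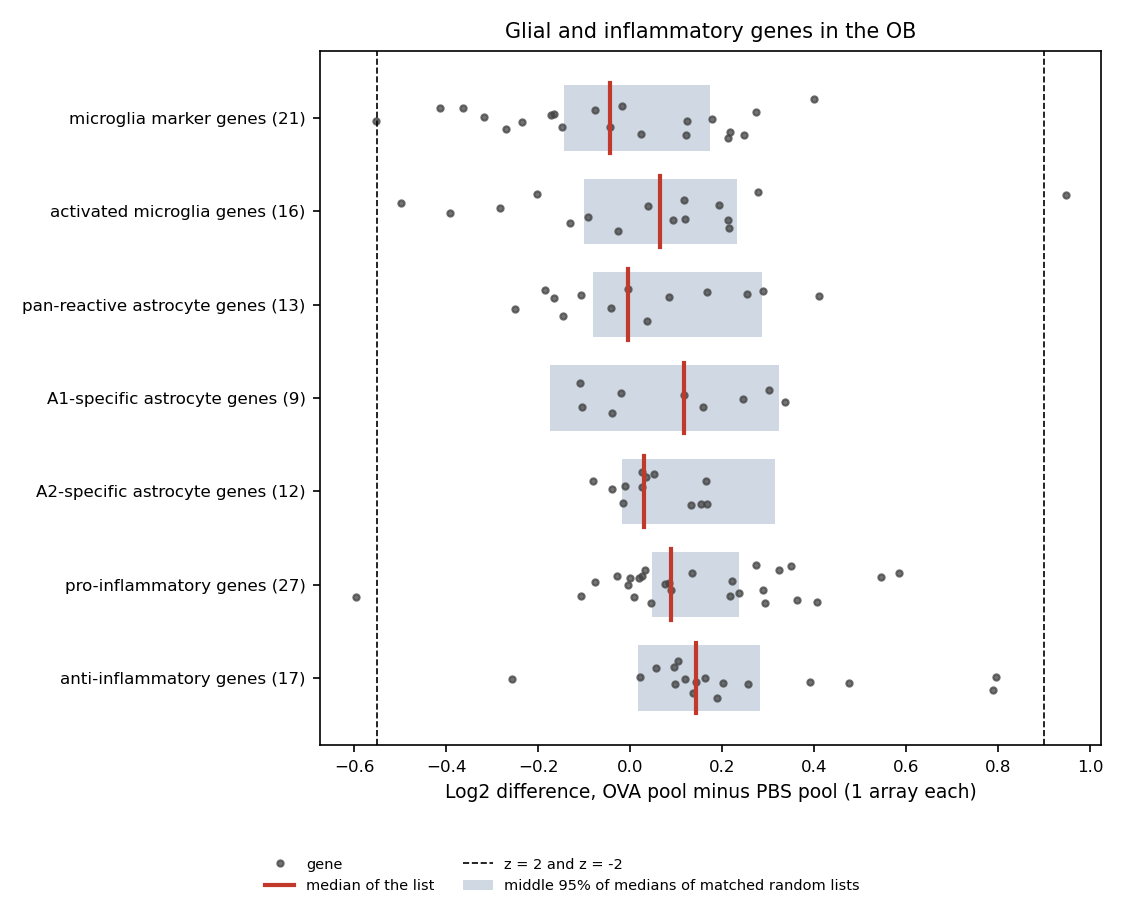
Log2 difference, OVA pool minus PBS pool, for each measured gene (points) of 7 glial and inflammatory lists, with the number of genes in brackets, the median of each list (red line), the middle 95% of the medians of matched random lists (grey bar) and the differences at z-scores of 2 and -2 (dashed lines). Each median lies inside its grey bar, and 1 microglia marker gene (-0.55), Mif (-0.60) and 1 gene of activated microglia (0.95) lie past a dashed line.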

Although no obvious changes were noted in glial- or inflammation-related genes, upregulated expression was detected in mucosal innate immune response genes, similar to the findings of our GO analyses. Figure 4 shows the top 15 GO enrichment processes (Figure 4A) and heatmap results (Figure 4B). Taken together, these results suggest that OB glial inflammation is caused by the eosinophilic infiltration of the OB.

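Microglia, the resident macrophages of the brain, were described by 21 marker genes, of which 1 was lower past the threshold and 20 were not past it, with a median difference of -0.04 (percentile 32.15). The lower gene was Csf1r, the receptor on which microglia depend for survival (difference -0.55, z-score -2.01). It missed the threshold with the signal-dependent z-score (-1.62), with probe sets of 1 gene (-1.89), among bright probe sets (-1.65) and after loess centring (-1.86), and did not reach a 1.5-fold difference. Aif1, which encodes Iba1, was 1.19-fold higher in the OVA pool with a z-score of 0.20. The paper measured areas positive for Iba1 and GFAP protein in the surface layers of the OB. Aif1 and Gfap were measured here as RNA of whole OBs, so the 2 measures are unlike. Of 16 genes of activated microglia, Clec7a, the beta-glucan receptor dectin-1, was past the threshold (1.93-fold, z-score 2.13, and 1.77 among bright probe sets), and the median of 0.07 stood at percentile 56.82. Taking the array results together, the paper proposes that infiltration of the OB by eosinophils causes its glial inflammation.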

To investigate whether allergic rhinitis induced eosinophilic inflammation in the OB, we stained the OB for ECP. Similar to Iba1 and GFAP, ECP immunoreactivity was observed in the surface layers of the OB in the OVA group (Figure 5A,B). These results indicate that allergic rhinitis may result in eosinophilic infiltration (and some proinflammatory factor diffusion) to the OB, which is located near the nasal mucosa, and may then proceed to OB glial inflammation (including microglia and astrocytes).

### 2.7. OB Glial Inflammation-Induced Synaptic Immaturity in the Medial Prefrontal Cortex

We then focused on the medial prefrontal cortex (mPFC) because allergic rhinitis has been reported to impair neural connectivity between the OB and mPFC [25]. We performed immunohistochemistry for FBJ murine osteosarcoma viral oncogene homolog B (FOSB), which is one of the immediate early genes that reflect neural activity. There were fewer FOSB-positive neurons in the mPFC of the OVA group compared with the PBS group (Figure 6A). We further examined the mPFC apical dendrite synaptic density and performed morphological analyses using Golgi staining, because the dendritic spines of these regions were reported to be affected [26]. Apical dendrite synaptic density was lower, and there were fewer mature spines (i.e., mushroom forms) in the OVA group than in the PBS group (Figure 6B). By contrast, there was no difference between the two groups in the Iba1-positive area of the mPFC.

In summary, our findings indicate that allergic rhinitis induces eosinophilic infiltration in the surface layers of the OB. The resulting secondary glial inflammation and synaptic loss may then lead to inappropriate neural projections to the mPFC, resulting in immature synapses and an ASD-like phenotype (Figure 7).

## 3. Discussion

Both ASD and allergic diseases occur early in life, have negative impacts on the quality of life, impose significant economic burdens, and have increasing global prevalences [3,6,7,27]. Although the exact causes of ASD are still not fully understood, a complex interplay among genetic, epigenetic, and environmental factors may play a role. Maternal immune activation by the infectious and autoimmune status is one environmental factor associated with ASD occurrence [28]. An association between maternal allergic status during pregnancy and ASD in offspring has also been observed in a clinical study [29]. Using animal models, our research group and many others are actively exploring the processes by which maternal immune activation and maternal allergy may affect offspring brain development and result in neurodevelopmental disorders [16,30,31,32,33]. In the present study, we therefore induced maternal allergy by OVA sensitization, followed by postnatal OVA aerosol inhalation by the dam and their offspring (simultaneously).

In accordance with the results of Kim et al. [34], our histopathological examination of maternal lungs confirmed very mild asthmatic changes in the mildly allergic group, which did not receive allergen sensitization, and more severe typical changes in the allergic group; these findings indicate gradual maternal allergic induction. Moreover, mild allergic rhinitis was noted in the offspring of the mildly allergic group compared with the non-allergic group. In addition, the mildly allergic group displayed impaired sociability and repetitive behaviors, and there were no significant behavioral differences between the mildly allergic and allergic groups. These results imply that intensive maternal allergic exposure with antigen sensitization is not required for ASD occurrence, and allergic exposure in pups is sufficient to induce sociability impairments. These novel findings are slightly different from those in our previous study, which concluded that prolonged and strong allergic exposure (70 days) and previous sensitization are required for the induction of ASD-like behavior in offspring [16]. The inconsistency between the present study and our previous study may be attributed to the different protocols used for inducing allergy in the animals.

Our finding of the allergic rhinitis-induced eosinophilic infiltration of the OB, which is part of the CNS, has never previously been reported. The CNS is an immune-privileged area, and it is difficult for peripheral inflammation to spread to this region [35,36]. There are two possible pathways by which eosinophils may infiltrate the OB: (1) circulating eosinophils in the peripheral blood are attracted to the OB by a humoral homing factor as a result of glial inflammation in the OB, or (2) eosinophils infiltrate the OB via a simple diffusion mechanism from the olfactory mucosa through the cribriform plate—a hole in the skull bone—and the olfactory nerve. The latter explanation seems the most likely, because glial inflammation and eosinophilic infiltration are the strongest in the OB—the closest brain region to the nasal mucosa—and weaker in other regions. Indeed, it has been suggested that certain viruses and toxic substances may invade the CNS through the olfactory mucosa and the OB [37]. This infiltration pathway may thus work as an immune gateway to the CNS. However, further studies are needed to confirm this hypothesis.

In the present study, we detected inflammatory responses in the OB as increased immunoreactivity against microglial Iba1 and astroglial GFAP. Microglia are the major glial cells in the CNS and are activated during insults to the CNS. These activated cells subsequently clear tissue debris, produce inflammatory cytokines, and phagocytose synapses with the aid of complement factors [38]. Similarly, activated reactive astrocytes have been implicated in phagocytosis [39], synaptic reorganization [40], and proinflammatory mediator release [41] during CNS regeneration. Both microgliosis and astrogliosis may thus potentially cause long-term CNS injury by interfering with axon regeneration and dendritic reconnection. The absence of receptor axons and synapses in the OB stimulates microglial cells and encourages the invasion of monocytes to clear away localized debris. It has been reported that LPS-induced rhinitis activates microglia and astrocytes in the OB lateral portion of the external plexiform layer [21]. Consistent with this finding, we revealed a decrease in PSD95-positive puncta (i.e., synapses) in the OB of the OVA group. Kim et al. [42] also reported that microgliosis and astrogliosis are induced in the mouse OB after rhinitis caused by intranasal exposure to Triton X-100. Taken together, these findings imply that, in response to a nasal insult, the synapses of second-order neurons and interneurons of the OB are negatively affected by the loss or degeneration of olfactory neurons and/or subsequent glial activation in the OB.

Severe allergic rhinitis frequently causes olfactory impairment through olfactory nerve loss [43,44]. Although ASD patients reportedly have impaired olfactory functions [45], we did not detect any changes in olfaction in our allergic rhinitis mice with ASD-like behaviors. There are several possible reasons for this lack of detected olfactory impairment in our model. For example, it may be that the induced allergic rhinitis—and associated damage to the nasal mucosa and OB—was too mild to induce olfactory impairment. Alternatively, the buried food test, which is a commonly performed olfactory test, may detect gross olfactory impairment but not the fine olfactory discrimination needed for social interaction.

In the present study, there were fewer FOSB-positive cells in the mPFC in the OVA group than in the PBS group. FOSB is an immediate early gene that reflects neural or synaptic activity [46]. Many clinical and preclinical studies have reported on morphological and functional abnormalities in several brain regions, including the PFC, in ASD [26,47]. Moreover, there is robust neural connectivity between the PFC and OB, and this connectivity is reportedly impaired by allergic rhinitis [25]. It has also been reported that c-Fos-positive cells in the mPFC are decreased in a mouse model of maternal immune activation [48].

Dendritic spines are responsible for many neuropsychiatric disorders, especially those associated with cognitive deficits. Research on post-mortem tissue from people with ASD has revealed both decreased and elevated spine densities in cortical neurons under various circumstances [26,49,50]. In the present study, we observed declines in both the total spine density and the mature spine numbers in the mPFC of OVA mice. Furthermore, the reduced FOSB immunoreactivity in the mPFC suggests that the neural inputs reaching the mPFC may be reduced because of synaptic damage in the OB. Given that spine formation and maturation may be facilitated by neural inputs reaching the spines [51,52], it is possible that this decrease in neural inputs leads to the histopathological findings of decreased spine density and maturation in mPFC apical dendrites, which are also seen in ASD pathology. For example, in the human mPFC or anterior cingulate cortex, decreased spine density has been reported [26,53], and similar results were noted in an animal ASD model of environmental factors [54].

Our study has several limitations. First, all dams were treated with intraperitoneal alum to examine the effects of prenatal maternal sensitization on allergic exposure. Alum is a T helper 2-skewing adjuvant [55]; it may thus affect the immune profiles of dams and pups and result in behavioral changes. Therefore, it remains unclear whether the observed behavioral changes would also occur in pups whose dams did not receive any prior treatment. These analyses are beyond the scope of our study and require further examination.

Second, as we previously remarked, although the buried food pellet test is frequently used to test olfaction in mice, it can only detect gross olfactory ability and is not intended for fine olfactory discrimination, which is important for mice sociability. However, the affected external plexiform layer on the OB surface is reportedly important for the fine discrimination of similar odors [56].

Third, although olfaction is relatively important for mice in terms of sociability and perception, it is not as important for humans. Therefore, human samples are needed to explore whether our theory is also applicable to human ASD. Further studies are also needed to clarify the pathomechanisms underlying our study model.

Finally, one of the novel findings in our study is that allergic rhinitis caused eosinophilic infiltration to the OB, which is located near the nasal mucosa. However, the pathway through which eosinophils infiltrate the OB was not fully addressed. We speculate that eosinophils may infiltrate the OB from the nasal mucosa through diffusion-like mechanisms along the olfactory nerve and through the cribriform plate. This hypothesis cannot be confirmed by the present findings, and further investigation is needed.

## 4. Materials and Methods

### 4.1. Ethics

All animal care and experimental procedures were conducted according to institutional guidelines and were approved by the Kyushu University ethics committee (reference numbers: A30-112-2 and A22-188-0).

### 4.2. Animals

Wild-type C57BL/6J male and female mice aged 10–12 weeks were purchased from Japan SLC (Hamamatsu, Japan). The C57BL/6J mice were then bred in our laboratory. All mice were maintained under specific pathogen-free conditions and were provided with food and water ad libitum. The animal room was kept at a constant temperature (20–24 °C) with modest humidity and a 12 h light/dark cycle.

### 4.3. Allergic Sensitization and Exposure

A summary of the experimental procedures is shown in Figure 8. The protocol used to induce allergy in the offspring was based on a previously reported method [57] with slight modifications. Specifically, to make the allergic exposure intensity milder, we limited the frequency of exposure, comprising 30 min of inhalation, to three times per week. Adult female mice were intraperitoneally immunized with 50 mg chicken OVA (Grade V, A5503; Sigma-Aldrich, St. Louis, MO, USA), emulsified with 1 mg alum (Alu-Gel-S 12261; Serva, Heidelberg, Germany) or alum only. This immunization was conducted twice at an interval of 2 weeks. After the second immunization, adult female mice were mated with adult male mice, and the offspring were born at full term. Each postnatal dam that was immunized with OVA and alum was simultaneously exposed, together with their offspring (allergic group), to aerosolized 2.5% OVA diluted with phosphate-buffered saline (PBS) for 30 min, three times per week for 3 weeks. Half of the dams immunized with alum only and their offspring were similarly exposed to aerosolized 2.5% OVA (mildly allergic group), whereas the other half were exposed to aerosolized PBS only (non-allergic group). The chamber for allergic exposure comprised a 35 × 30 × 30 cm Plexiglas container that had capacity for two mouse home cages during one exposure challenge. The chamber was connected to an aerosol generator (Single-JET 9302; TSI, Shoreview, MN, USA), which breaks PBS or 2.5% OVA into minute particles that can easily reach the lungs of both the dam and the pup. Based on a previous report [58], the allergic group was considered a classical and definite allergic exposure group. The mildly allergic group was considered a milder allergic exposure group, and because the dams did not receive prior sensitization with the allergen, they were also regarded as the sensitization procedure control. The non-allergic group did not receive any allergen and was thus considered the exposure control. From P21 to P28, the mice were weaned, tested for behavior, and then euthanized for histopathological and biochemical analyses. The offspring received aerosolized exposure until their behavioral testing and euthanasia. All analyses of offspring were conducted on male mice only because, epidemiologically, ASD occurrence has a male predominance.

### 4.4. Three-Chamber Test

A subject mouse was placed in the middle chamber of the testing apparatus, which comprised three empty chambers (20 × 40 cm) divided by clear Plexiglas walls. The mouse was then allowed to move freely within all three chambers over a 10 min habituation period. Next, an empty wire cage was placed in one outside chamber (non-social chamber), and a wire cage containing a stranger mouse was placed in another outside chamber (social chamber). The subject mouse was then allowed to move freely for another 10 min. Automated video tracking software (SMART v.2.3.05; Panlab Harvard Apparatus, Holliston, MA, USA) was used to record the time spent in each chamber. Sociability was quantified and presented as follows [59]: Preference index = (total time in social chamber/[total time in social chamber + non-social chamber]) × 100%.

### 4.5. Marble Burying Test

A subject mouse was habituated in a 31 × 20 × 16 cm cage containing chipped wood bedding (4 cm deep) for 10 min. After habituation, the mouse was returned to its cage, and 20 black marbles were distributed on the bedding of the experimental cage. The mouse was again placed in the experimental cage for 10 min, and the number of marbles that the mouse buried was manually counted.

### 4.6. Open Field Test

A subject mouse was placed in the center of a 50 × 50 cm open field and allowed to move freely for 10 min. The abovementioned automated video tracking software was used to track the distance traveled and to quantify the time spent in the center (defined as a 16.8 × 16.8 cm square in the center of the open field).

### 4.7. Buried Food Pellet Test

The protocol for the buried food pellet test was similar to that previously reported [60]. In brief, the mice were deprived of food pellets overnight from 5:00 p.m. on the day before the test to 8:00 a.m. on the day of the test. The mice had free access to drinking water. On the day of the analysis, one food pellet was buried under the thick bedding of the cage, and the pellet was completely covered. Each test mouse was placed in the cage, and the time taken for the mouse to find and begin to eat the pellet was measured using a stopwatch.

### 4.8. Maternal Behavior

Maternal nursing behavior was assessed as previously reported [61,62]. Briefly, 30 min of behavioral testing was recorded using a video camera during three postnatal periods (P3–P6, P7–P10, and P11–P14). Four different maternal behaviors (1: off pups; 2: nursing [arched back and prone]; 3: licking or grooming the pups; 4: self-maintenance) were observed on video, and at every 30 s interval, a snapshot of the behavior that they were engaged in was quantified (60 times in total). The total number of times each behavior occurred was then divided by 60 to determine the percentage of time spent on each behavior.

### 4.9. Tissue Sample Preparation for Histological and Immunohistochemical Analyses

After the behavioral analyses, the mice were deeply anesthetized before being transcardially perfused with ice-cold PBS. Part of each brain sample was immediately frozen using liquid nitrogen and preserved at −80 °C. The remaining brain tissue, nasal mucosa, and lung tissue were collected and fixed overnight at 4 °C with 4% paraformaldehyde diluted in PBS. After the fixation, the tissue was processed for paraffin embedding. Briefly, sections were dehydrated with ethanol, gradually infiltrated with heat-melted paraffin, and embedded in a paraffin block. The nasal mucosa was decalcified before dehydration to remove the nasal and cranial bone. After sectioning at 6 µm thickness, the nasal mucosa and lung sections were routinely stained with hematoxylin and eosin and periodic acid–Schiff (PAS).

### 4.10. Immunofluorescence Analyses

For the immunofluorescence analyses, paraffin-embedded sections were deparaffinized in xylene, rehydrated in 99% ethanol, and subjected to antigen retrieval. For antigen retrieval, the sections were autoclaved in 10 mM citrate buffer for 10 min at 121 °C before being cooled to room temperature. The sections were then permeabilized with Tris-HCl containing 0.1% Triton for 3 min twice and with Tris-HCl without Triton once. Next, the sections were incubated overnight with primary antibodies at 4 °C. The primary antibody details are listed in the Supplementary Table S1. After rinsing, the sections were incubated with Alexa Fluor 488- or 594-conjugated secondary antibodies (1:500; Thermo Fisher Scientific, Rockford, IL, USA) and then mounted with mounting medium including 4′,6-diamidino-2-phenylindole (H1200; Vector, Burlingame, CA, USA). Images were captured using an all-in-one fluorescence microscope (BZ-X800, KEYENCE, Osaka, Japan). For postsynaptic density protein 95 (PSD95) staining, images taken as a Z stack of 13 images, including 0.3 µm pitch, were reconstructed with the full focus function into 1 image using Keyence image analysis software (BZ-X Analyzer software, KEYENCE, Osaka, Japan, https://www.keyence.co.jp/ss/products/microscope/bz-casestudy/example-of-description.jsp, accessed on 6 September 2024).

### 4.11. Golgi–Cox Staining

Modified Golgi–Cox staining was performed using a kit (super Golgi Kit; #003010; Bioenno Lifesciences, Inc., Santa Ana, CA, USA) according to the manufacturer’s instructions. Brain sections were cut using a vibratome at 150 µm thickness. When classifying dendritic spine morphologic types, we used the method described by Li et al. [63].

### 4.12. Microarray

Frozen mouse brain OBs (*n* = 4 per group) were used for the microarray analyses. To obtain a sufficient amount and quality of RNA, the whole OB samples in one group were lysed, pooled, and used as the representative bulk RNA sample for that group. Total RNA was isolated using an RNeasy Mini Kit (Qiagen, Hilden, Germany) before being quantified using an ND-1000 spectrometer (NanoDrop Technologies, Wilmington, DE, USA). The RNA quality was confirmed using a 4150 TapeStation (Agilent Technologies, Santa Clara, CA, USA); the RNA integrity numbers ranged between 8.1 and 8.6. According to the manufacturer’s protocol, total RNA (100 ng) was labeled using a GeneChip WT PLUS Reagent Kit (Thermo Fisher Scientific), hybridized to a Clariom D Array, Mouse (Thermo Fisher Scientific), and scanned using a microarray scanner (Agilent Technologies). The scanned RNA expression data were calculated and standardized using Expression Console software (v1.4, Thermo Fisher Scientific). For standardization, the signal space transformation–robust multi-chip analysis algorithm was used, and its annotation level was set to the gene level. The Database for Annotation, Visualization and Integrated Discovery (DAVID; https://david.ncifcrf.gov, accessed on 6 January 2023) was used to identify enriched gene sets, and heatmap/cluster analysis was conducted using Multiple Experiment Viewer (MeV; https://sourceforge.net/projects/mev-tm4/, accessed on 30 August 2024). The gene expression results were uploaded to the Gene Expression Omnibus repository (Accession number: GSE271274) on the National Center for Biotechnology Information’s homepage (https://www.ncbi.nlm.nih.gov/geo/, accessed on 30 August 2024).

### 4.13. Statistics

All data are presented as the mean ± SEM. The significance of any differences between values was determined using Tukey’s multiple comparison test for the behavioral tests, a two-way analysis of variance with Bonferroni’s multiple comparison test for the maternal nursing behavior study, and the Mann–Whitney *U* test for all other analyses. All data were statistically analyzed using GraphPad Prism 10.2.3 (GraphPad Software, San Diego, CA, USA). Significance was set at *p* < 0.05.

## 5. Conclusions

Independent of maternal allergic changes, postnatal allergic exposure in offspring induces mild allergic rhinitis, eosinophilic infiltration to the OB, and subsequent reactive microgliosis and astrogliosis. As a result, mPFC neural activity projecting from the OB is decreased as a result of impaired OB synaptic formation, leading to impaired mPFC spine formation and maturation and ASD-like behavioral deficits.

## Figures and Tables

**Figure 1:**
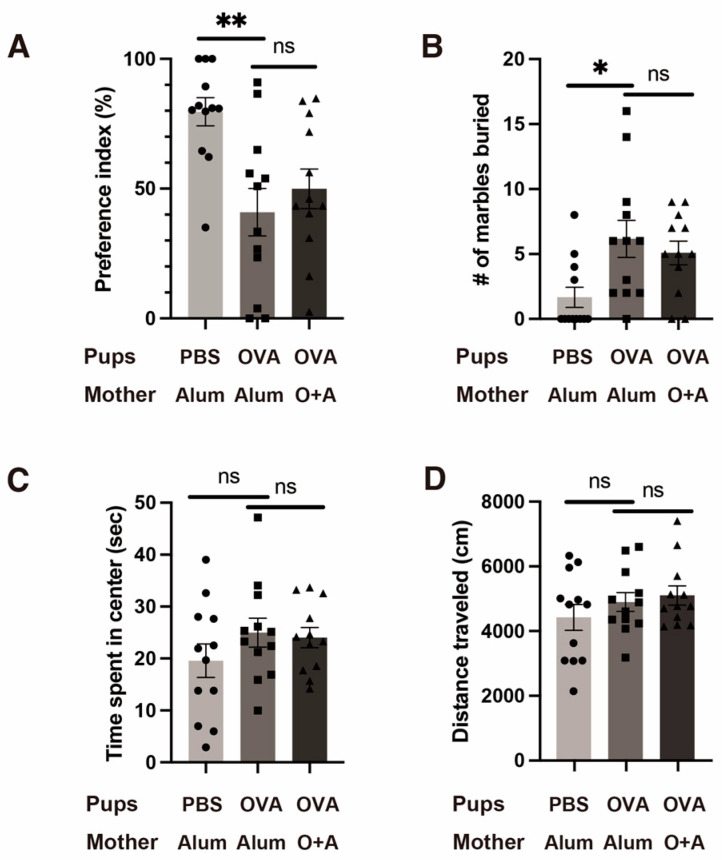
Behavioral tests for detecting ASD-like traits in each group of mice. (**A**) The three-chamber test for assessing sociability deficits. Sociability was measured using the preference index, which represents a preference for the chamber with a novel mouse versus the empty chamber. (**B**) The marble burying test for assessing repetitive/obsessive behavior. (**C**,**D**) The open field test for assessing anxiety (**C**) and locomotion ability (**D**). Less time spent in the center represents higher anxiety. *n* = 12 per group. All values are shown as the mean ± SEM. ns = not significant, * *p* < 0.05, ** *p* < 0.01 (Tukey’s multiple comparison test).

**Figure 2:**
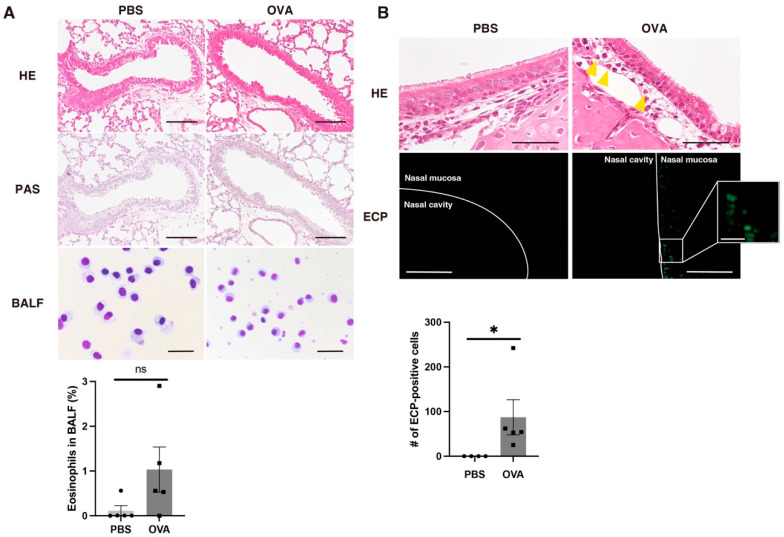
(**A**) Lung histopathological analyses of offspring exposed to OVA or PBS. In HE and PAS staining, there were no obvious increases in granulocyte infiltration or mucus production (i.e., asthmatic changes) in the OVA and PBS groups. BALF sediment analyses showed no significant increases in eosinophils in either group. Scale bars: HE and PAS, 100 µm; BALF, 30 µm. (**B**) Histopathological analyses of the nasal mucosa. In HE staining, some granulocyte infiltration into the nasal mucosa (yellow arrowheads) was observed in the OVA group but not in the PBS group. These infiltrated granulocytes were positive for ECP, indicating that allergen inhalation induces tissue eosinophilia. Scale bars: outside the inset, 50 µm; inside the inset, 10 µm. *n* = 4 for the PBS group in (**B**), and *n* = 5 per group for all others. All values are shown as the mean ± SEM. ns = not significant, * *p* < 0.05, (Mann–Whitney *U* test).

**Figure 3:**
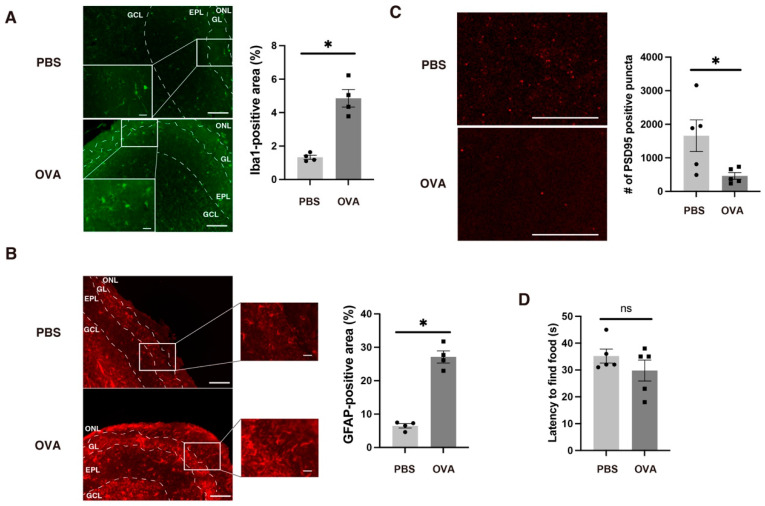
Allergic rhinitis induced glial inflammation and synaptic loss in the OBs of offspring. (**A**) Ionized calcium-binding adapter molecule 1 (Iba1)-positive microglia were increased on the OB surface (ONL + GL + EPL) of OVA-exposed offspring. *n* = 4 per group. Scale bars: outside the inset, 100 µm; inside the inset, 20 µm. (**B**) GFAP-positive astrocytes were also increased on the OB surface of OVA-exposed offspring. *n* = 4 per group. Scale bars: outside the inset, 100 µm; inside the inset, 20 µm. (**C**) PSD95-positive postsynaptic punctum numbers per microscopic view were decreased on the OB surface of OVA-exposed offspring. *n* = 5 per group. Scale bars: 20 µm. (**D**) The buried food pellet test for detecting olfactory impairment. Although there was synaptic loss in OVA-exposed offspring, no robust olfactory impairments were detected in these mice. *n* = 5 per group. All values are shown as the mean ± SEM. ns = not significant, * *p* < 0.05, (Mann–Whitney *U* test).

**Figure 4:**
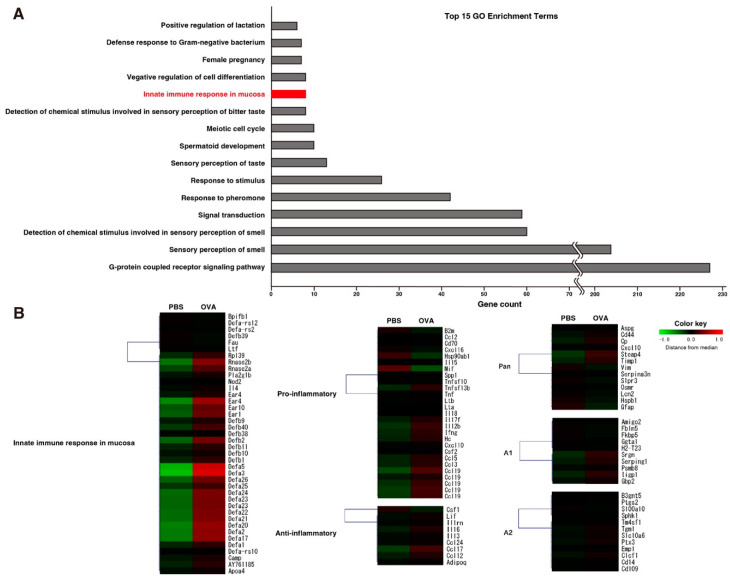
A GO analysis and heatmap/cluster analysis of differentially expressed genes detected by whole OB bulk microarray analysis. (**A**) The top 15 GO enrichment terms, ranked by the gene counts of differentially expressed genes. Although most of the terms were related to olfactory functions, the innate immune response in mucosa terms included differentially expressed genes that were related to activated eosinophils. (**B**) A heatmap/cluster analysis of the following GO terms: innate immune response in mucosa; proinflammatory and anti-inflammatory genes; and astrocyte-related pan-reactive, A1—specific, and A2—specific genes. Although there were no alterations in astrocyte-related genes or inflammatory genes, genes related to innate immune response in mucosa had increased expression in the OB of OVA—exposed mice; most of these genes were related to activated eosinophils.

**Figure 5:**
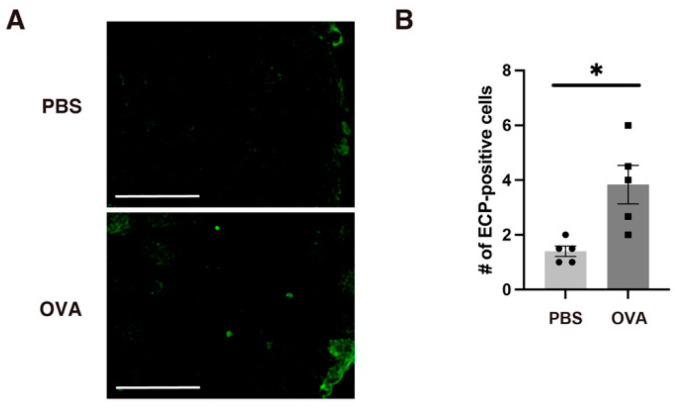
Allergic rhinitis induced OB tissue eosinophilia in OVA-exposed offspring. ECP-positive cells on the surface of the OB were increased. Representative microscopic views (**A**) and quantified numbers (**B**) are shown. *n* = 5 per group. Scale bars: 50 µm. All values are shown as the mean ± SEM. * *p* < 0.05 (Mann–Whitney *U* test).

**Figure 6:**
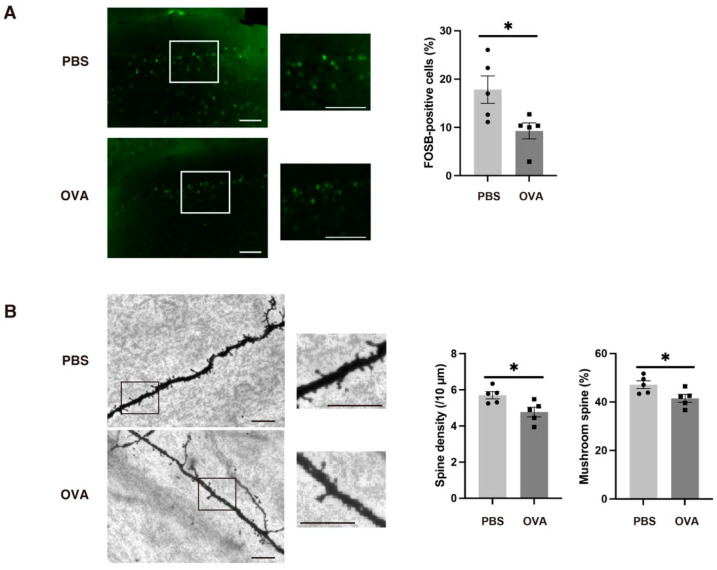
Allergic rhinitis led to decreased neural activity transmission to the medial prefrontal cortex and impaired synaptic maturation, which may be the origin of the observed ASD-like traits. (**A**) FOSB-positive neurons were decreased in the medial prefrontal cortex of OVA-exposed offspring. *n* = 5 per group. Scale bars: 100 µm. (**B**) In Golgi–Cox staining, both the spine density and the percentage of mature mushroom spines were decreased in OVA-exposed offspring. *n* = 5 per group. Scale bars: 10 µm. Each image on the right shows the magnified area of the rectangle in the left image. All values are shown as the mean ± SEM. * *p* < 0.05 (Mann–Whitney *U* test).

**Figure 7:**
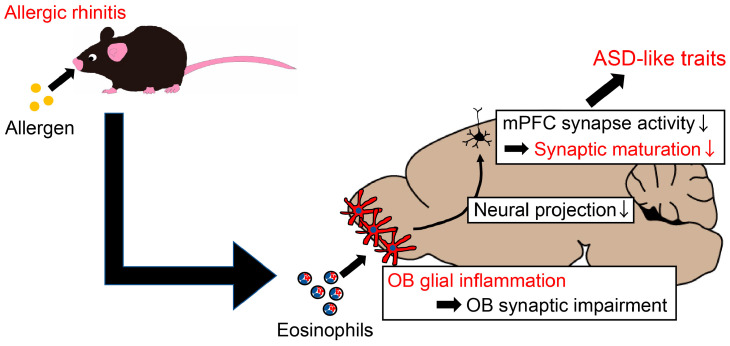
Schematic illustration of mechanisms by which mild allergic airway exposure may cause ASD-like behavioral changes in offspring mice.

**Figure 8:**
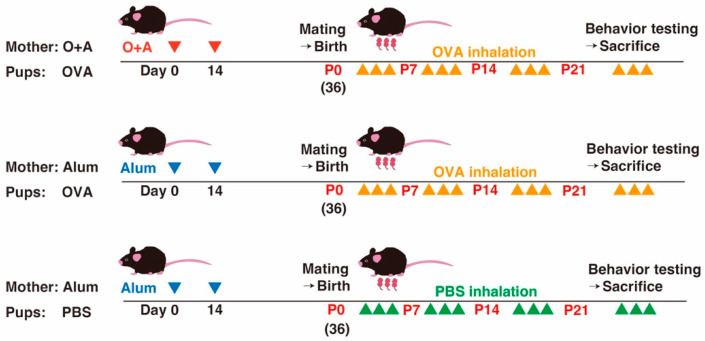
Experimental protocol for simultaneous induction of allergies in dams and their offspring. Red and blue arrowheads indicate intraperitoneal injection of OVA emulsified with alum or of alum only, respectively, for prior allergen sensitization. Yellow and green arrowheads indicate 30 min inhalation of aerosol comprising either 2.5% OVA dissolved in PBS or PBS only, respectively, three times per week. After weaning at P21 to P28, behavioral tests were conducted, and mice were euthanized for histopathological analyses.

## Data Availability

The datasets generated and/or analyzed during the present study will be made available by the corresponding author upon reasonable request from any qualified investigator.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms251910464/s1.

# Supplementary material for: Postnatal Allergic Inhalation Induces Glial Inflammation in the Olfactory Bulb and Leads to Autism-Like Traits in Mice
**Source:** Int J Mol Sci. 2024 Sep 28;25(19):10464. doi: 10.3390/ijms251910464
**Supplement:** Supplementary file 1

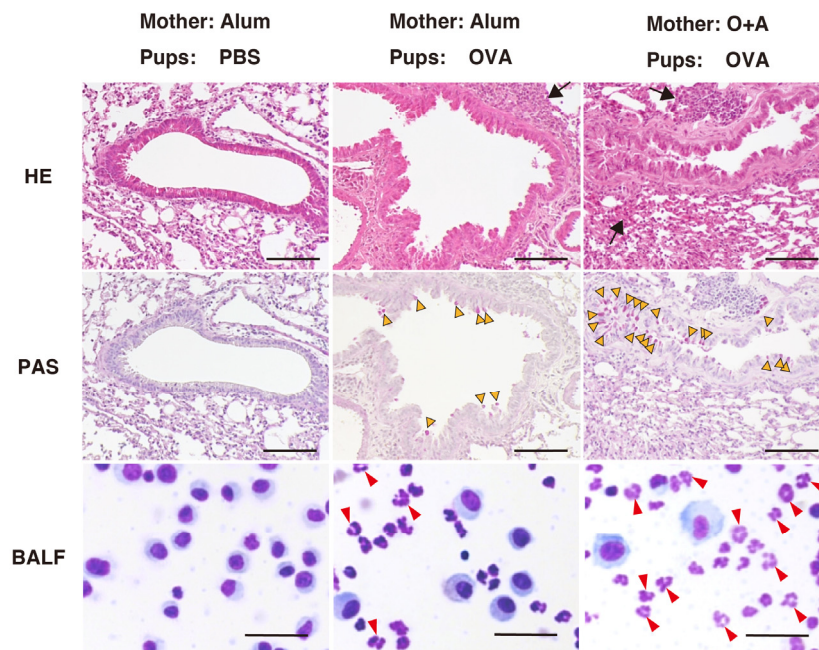

Supplementary Figure S1.

Lung histopathological analyses of dams with allergic exposure. On HE and PAS staining, gradual granulocyte infiltration (black arrows) and mucus production (yellow arrowheads) were observed in the mildly allergic and allergic groups compared with the control group (non-allergic group). BALF sediment analyses indicated a gradual increase in eosinophils (red arrowheads) in the mildly allergic and allergic groups. Scale bars: HE and PAS, 100 μ m; BALF, 30 μ m.

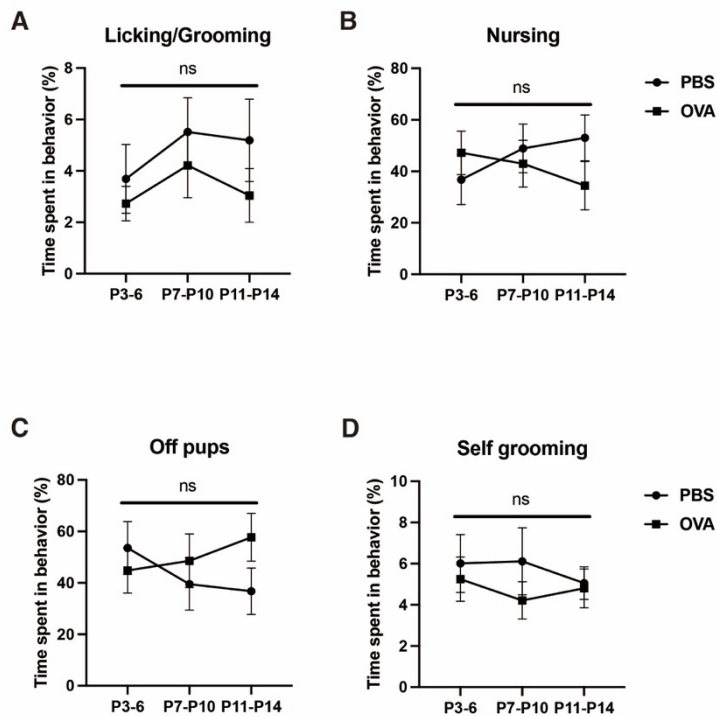

Supplementary Figure S2.

Changes in maternal nursing behavior after allergic exposure in the postpartum dam. During three postnatal periods (P3–P6, P7–P10, and P11–P14), snapshots taken at 30-s intervals during 30 min of video monitoring were classified into one of four behaviors: (A) licking/grooming of their offspring, (B) nursing (arched back and prone), (C) off pups with no nursing, (D) self-grooming behavior (i.e., not for their offspring but for themselves). All values are shown as the mean $\pm$ SEM. Two-way analysis of variance with Bonferroni's multiple comparison test was used for the statistical analysis. $n = 11–15$ per group. ns = not significant.

20 **Supplementary Table S1. Antibodies used in the present study**

Antibody	Host	Clonality	Dilution	Supplier	Catalog
ECP	rabbit	polyclonal	1:100	Aviscera Bioscience	A00128-03-100
FOSB	rabbit	monoclonal	1:400	Cell signaling technology	#2251
GFAP-Cy3	mouse	monoclonal	1:100	Sigma-Aldrich	C9205
Iba1	rabbit	polyclonal	1:900	Wako	019-19741
PSD95	mouse	monoclonal	1:100	Thermo Fisher Scientific	MA1-046

ECP: eosinophil cationic protein; FOSB: FBJ murine osteosarcoma viral oncogene homolog B; GFAP: glial fibrillary acidic protein; Iba1: ionized calcium-binding adapter molecule 1; PSD95: postsynaptic density protein 95

How the deposited data were processed for this re-analysis (not part of the article)

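RNA of whole OBs from PBS and OVA mice was measured on 2 Clariom D mouse arrays, 1 per group, each from RNA pooled from 4 animals. The authors standardized the scans in Expression Console by signal space transformation-robust multi-chip analysis at the gene level, while the submitters' processing notes name RMA and version 1.4.1. Filters on dim probe sets and the genome build of the array's annotation are not given in the sources used here. The deposited values are intensities on a linear scale, all above 0, from 10.34 to 996907 in the PBS pool and from 10.51 to 972427 in the OVA pool. Their log2 medians were 6.89 and 7.10, so the distributions of the arrays were not identical. The array gives no counts or depth, and with 1 array per group the precision of a difference is not known.

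From these intensities the log2 values, the difference OVA minus PBS and the z-score were computed with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6. Loess curves were fitted with statsmodels 0.14.6 (span 0.2) and plots drawn with matplotlib 3.10.9. The threshold was a z-score of 2 or -2, as in the paper. Probe sets were named through the platform annotation, with symbols updated through RefSeq genes of GRCm38.p6, which changed 1135 symbols. Of 65956 probe sets, 31258 name 1 gene, 1492 name several and 33206 name none in that annotation. No gene was named from a probe set with several genes, and no coordinates are given. No p-value was computed, because genes and probe sets of a single pair of arrays are not replicates. GO enrichment was not repeated.

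Before the data were examined, 48 gene lists, the z-score, the rule for naming genes and 7 alternatives were fixed. The lists were written after the paper and its Fig. 4B had been read, so the directions shown there had been seen. After the first look at the data, 7 lists were added (interferon alpha genes, X- and Y-linked multicopy testis genes, single-copy germ cell genes, single-copy liver genes, single-copy lens and retina genes, proteasome genes and respiratory chain genes), along with 3 alternatives, random lists drawn without multicopy families, alpha-defensins without pseudogenes and ribonucleases with pseudogenes. The genes named are those the paper names on the array or as stained proteins, the 10 largest differences in each direction among genes past the threshold with a signal above the median, the 5 largest without that filter, up to 4 members past the threshold in each direction of every list or else the member farthest from 0, and every eosinophil marker, ribonuclease and sex-linked gene listed. Predicted genes were not named, and only some of the genes this rule takes appear in the text. Jun and Retnla were named after their values had been seen. The tests on silent genes and on one factor for brain-expressed genes had been set in advance as percentiles among genes of similar signal, which would move along with either, and were replaced by gaps between medians (bootstrap over genes) after the values had been seen.

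The alternatives were a z-score from the 1000 probe sets nearest in signal (signal-dependent), a z-score from the median and 1.4826 times the median absolute deviation, a mean and SD from probe sets of 1 gene, only probe sets above the median signal (bright probe sets), an added 1.5-fold difference, loess centring of the differences on signal, and the probe set with the highest signal for each gene. The computation was tested on simulated data with the 65956 probe sets of the comparison of OVA with PBS. A simulated log2 change of 1.0 was past the threshold in the true direction for 78% of changed probe sets and a change of 1.5 for 99%, while 4.16% of unchanged probe sets were past it. Of 1000 random lists of unchanged genes, 5.8% fell outside the middle 95%. Among the first 100 of them this was 10%, after which their number was raised to 1000. Of 1000 lists of 20 genes raised by 0.4, 98.1% were above it. The simulated noise was independent between probe sets and had the same SD at every signal. This was the SD of all observed differences, which holds any real change as well, so the 4.16% is not a rate of false calls on these arrays. These checks thus do not show how often families of related sequences reach a high percentile.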

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

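Several gene lists that the paper does not discuss had median differences above the middle 95% of matched random lists, with the PBS pool as the only control. The medians were 0.40 for Paneth cell marker genes, 0.32 for mast cell and basophil marker genes, 0.43 for 16 trace amine-associated receptor genes (percentile 99.93, with Taar8b at 0.98 and Taar8c at 0.94), 0.37 for 49 keratin-associated protein genes of hair (100th percentile), 0.13 for 40 ribosomal protein genes (percentile 99.48), 0.41 for 13 interferon alpha genes (percentile 99.66) and 0.37 for 81 X- and Y-linked multicopy testis genes (100th percentile, 20 past the threshold). The last pair of lists was added after the first look at the data. The tests on shared probe set signals, on copy number, on silent genes and on olfactory sensory neurons were chosen only after the results they bear on had been seen.

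The first pattern weighed is the higher signal of alpha-defensin and eosinophil-associated ribonuclease genes. Both are families of related genes, with medians of 0.55 and 0.67. Vomeronasal receptor genes (0.62) and placental prolactin family genes (0.53) lay near them. A signal that scales with copy number, weighed under the second pattern, was not tested separately for these 2 families and stays open for them too. For eosinophils in the OVA pool, a percentile of the eosinophil markers at or below 75, with z-scores of Epx and Prg2 under 1, had been set in advance as excluding them (Ccr3, 1 of the markers, had been seen by then). The markers stood at percentile 33.96 and the z-scores were -0.18 and -0.88, but this bound was too strict, because none of the 12 markers reached the median signal of all genes and a small number of eosinophils could go unseen, a limit added after the result was seen. For RNA of Paneth cells, the percentile of 99.67 meets the bound set in advance, yet hair keratin-associated and interferon alpha genes meet it as well, so it does not separate that explanation from a signal shared by unrelated families, again a reading made after the result. Probe sets of a single shared signal stay open, as 16.67% of alpha-defensin and 0.00% of ribonuclease probe sets repeat another's difference to 4 decimals, which probe sets with different probes need not do even where they bind the same transcript.

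The second pattern is that several families of many related copies were higher, some of them without a known role in the OB, although 28 pregnancy-specific glycoprotein genes did not stand apart (percentile 95.97, 87.15 after loess centring, and 97.97 against random lists without multicopy families, chosen after seeing the data). A higher signal of every silent gene is argued against by single-copy germ cell, liver, and lens and retina genes, of which 22 within the interquartile range of the families' signals had a median difference of 0.19 (SD 0.18), against 0.47 for 997 family genes there, a gap of 0.29 with a bootstrap interval over genes of 0.18 to 0.37. That interval treats genes of related sequence as separate and holds no error between arrays or animals. Genomic DNA or another signal that scales with copy number stays open, since interferon alpha and X- and Y-linked multicopy testis genes both stood at percentile 99.66 or above but the pregnancy-specific list, which it should raise as well, did not (a condition added after the result). That list was dim, with a median log2 signal of 5.95, so a rise could go unseen there and it does not count firmly against copy number. More RNA of olfactory sensory neurons is argued against for the interferon alpha and testis genes only by their not being known from these neurons. Their 99.66 restates that they were higher and is no separate test. For the olfactory receptors this explanation stays open. Only 6 of the 19 olfactory epithelium genes (percentile 38.05) lay above the median signal of all genes, so a small amount could go unseen. An effect of OVA inhalation on these families stays open, as group and array cannot be told apart with 1 array each.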

How the results depend on the processing

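Gene counts were recomputed under 7 alternatives set before the data were examined and probe set counts under 6 of them, since the choice of a probe set for each gene does not apply. The percentiles of lists other than the 9 at the paper's conclusions were recomputed only after loess centring and against random lists without multicopy families. Probe sets with a z-score of at least 2 numbered 2880, against 4597 with the median and the median absolute deviation and 1766 among bright probe sets, and those at -2 or less 761, against 1362 and 253. The 101 olfactory receptor genes at or above 2 became 177 with the signal-dependent z-score, 232 with the median absolute deviation, 169 with probe sets of 1 gene and 22 among bright probe sets, and the 0 at -2 or less became 6 and 2 under the first pair of these settings. Bright probe sets are fewer by construction, and otherwise the cause was not tested. For the 9 gene lists at the paper's conclusions, the 4 settings that only redefine the z-score cannot move a median. Of the percentiles from the other settings, 5 under bright probe sets rest on only 1 to 6 genes (1 eosinophil marker, 3 anti-inflammatory, 4 pro-inflammatory, 4 A2-specific and 6 pan-reactive genes), and test little. The other 32 kept their side of the bounds (loess centring, bright probe sets, the probe set with the highest signal and, chosen after seeing the data, random lists without multicopy families, alpha-defensins without pseudogenes at 99.97 and ribonucleases with pseudogenes at 99.36). These percentiles ran from 29.76 to 40.72 for eosinophil markers, from 99.36 to 99.95 for ribonucleases and from 60.76 to 82.86 for A1-specific genes. No ribonuclease gene lay among bright probe sets, so that setting gives no value there. Loess centring moved the median difference of all probe sets by -0.15, which turned 19 of the 37 positive list medians negative, among them those of eosinophil, neutrophil and T cell markers, type 2, pro- and anti-inflammatory, interferon response, complement, activated microglia, A1- and A2-specific and olfactory epithelium genes. By percentile 53 of 55 lists kept their side, the exceptions being the mast cell and basophil list (97.27) and the circadian clock list (0.26). Against random lists without multicopy families, the astrocyte identity list (2.69) no longer stood apart and the pregnancy-specific glycoprotein list (97.97) did. Of 130 named genes, the signal-dependent z-score ended 17 calls and added 3, the median absolute deviation ended 0 and added 9, and bright probe sets ended 19 of the 87 they cover. The others ended 0 to 6 and added 0 to 5, and no alternative reversed a call. Dim probe sets limit what can be seen of eosinophil, neutrophil, T cell, type 2, pro-inflammatory and anti-inflammatory genes. No paired analysis was possible because each group has 1 array.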

Differences from the paper's values

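In Fig. 4A, the paper's count for sensory perception of smell is about 200, read by eye, and 101 olfactory receptor genes were past the threshold of 2 or -2 here. Olfactory receptors were taken by symbol, not from the GO term, and the formula of the paper's z-score is not stated in its text. Of the alternatives set before the data were examined, the signal-dependent z-score (183), the median absolute deviation (234) and probe sets of 1 gene (169) came within 1.5 times of the paper's count, while bright probe sets (22), an added 1.5-fold difference (101), loess centring (95) and the brightest probe set (101) did not. For response to pheromone the paper's count is about 42 in Fig. 4A, read by eye, against 133 vomeronasal receptor genes. These were taken by symbol with pseudogenes included, not from the GO term. No alternative came within 1.5 times of the paper's count (77 to 194). For sensory perception of taste it is about 13 in Fig. 4A, read by eye, against 2 taste receptor genes, and no alternative did either (0 to 7).

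The paper names Rnase2b and Ccr3 as upregulated. Both were higher in the OVA pool here, with z-scores of 1.995 and 1.31, short of the threshold. Rnase2b passed it with the signal-dependent z-score (2.93), the median absolute deviation (2.53), probe sets of 1 gene (2.28) and loess centring (2.01), and Ccr3 with the signal-dependent z-score (2.19). Ear4, which the paper also names, has no probe set of that name in the annotation used, so it was not analysed here. Of the ribonucleases measured, Ear14 passed the threshold with a z-score of 2.40.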

Other observations

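Several lists of genes of neurons and their synapses had medians below those of matched random lists, while most of their genes were not past the threshold. Of 15 immediate early genes, which neuronal activity induces, 5 were lower past the threshold and none was higher, with a median difference of -0.42 (percentile 0.00). Nr4a1 was at 0.370 of its PBS intensity, Dusp1 at 0.542, and Arc, Btg2 and Jun had differences of -0.65, -0.65 and -0.62, while Fosb, whose protein family marks sustained activity, was at -0.12. Among 18 presynaptic genes 3 were lower (median -0.32, percentile 0.04), namely the glutamate transporters Slc17a6 (-0.91) and Slc17a7 (-0.57) and the complexin Cplx1 (-0.75). Among 19 postsynaptic genes Grin2b (-0.60) and Nlgn3 (-0.56) were lower (median -0.32, percentile 0.03), and Dlg4, which encodes PSD95, had a difference of -0.36 and a z-score of -1.49. The paper counted PSD95 puncta in the external plexiform layer and FOSB-positive neurons in the medial prefrontal cortex, not RNA of whole OBs. Of 20 interneuron genes of the OB, Gad1 (-0.62) and Th (-0.62), which make GABA and dopamine, were lower (median -0.26, percentile 0.05). Of 22 autism-associated genes, 2 were lower, both of them postsynaptic genes named above, and the median was -0.25 (percentile 0.03). With the signal-dependent z-score, 5 immediate early genes, 2 presynaptic genes and no postsynaptic, interneuron or autism-associated gene were past the threshold, and Arc (-1.98) was not. Among bright probe sets, 2 of 12 immediate early genes and 2 of 18 presynaptic genes were, and none of the other lists in this paragraph had a gene past it.

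Other lists had negative medians as well, of which the last 2 named here did not stand apart. Oligodendrocyte genes (14 genes, median -0.24, percentile 0.35) included Cldn11 (-0.85) and Mobp (-0.57), and astrocyte identity genes (12 genes, median -0.22, percentile 2.29, but 2.69 and no longer apart against random lists without multicopy families, chosen after seeing the data) included the enzyme Aldoc (-0.96) and the receptor Ntsr2 (-0.76). Neuroblast genes (12 genes, median -0.24, percentile 1.73) included Tubb3 (-0.98), and cortical neuron genes had none past the threshold (14 genes, median -0.23, percentile 0.43). Glucocorticoid response genes (14 genes, median -0.17, percentile 1.52) included the metallothioneins Mt1 (-0.67) and Mt2 (-0.55). Circadian clock genes (14 genes, median -0.22) stood at percentile 2.51 (0.26 after loess centring), with the repressor Nr1d1 at -0.57, and projection neuron genes of the OB (10 genes, median -0.14) at 6.34, with Cdhr1 at -0.87. With the signal-dependent z-score, Tubb3 and Mt1 stayed past the threshold, and none of the other genes named in this paragraph did. Mt1 was not past it among bright probe sets (-1.91).

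The lower medians of neuronal and activity-regulated genes are the third pattern weighed, and the tests on one factor and on glia were chosen only after their values had been seen. One factor for every gene expressed in brain is argued against by 99 proteasome and respiratory chain genes, with a median difference of -0.02 (SD 0.20) against -0.28 for 105 neuronal and activity-regulated genes, a gap of 0.27 with a bootstrap interval over genes of 0.21 to 0.33. The interval describes these 2 arrays only and holds no error between arrays or animals. Fewer neurons against glia is argued against by the marker lists of 3 glial types, with astrocyte identity genes at percentile 2.29, oligodendrocyte genes at 0.35 and microglia markers at 32.15, whereas lists of glial states, not used for this test, stood at up to 75.94 (A1-specific genes). The lower medians were not particular to neurons, as oligodendrocyte (percentile 0.35) and glucocorticoid response genes (1.52) were low as well. An effect of OVA inhalation stays open, as group and array cannot be told apart with 1 array each. Differences between the pools in dissection, time of day or handling were not tested and stay open too.

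Y-linked genes had a median log2 value of 10.42 in the PBS pool and 10.46 in the OVA pool (6 genes), against medians of 6.26 and 6.73 for the keratin-associated protein genes. Eif2s3y was at 11.79 and 11.58, Uty at 11.36 and 11.38, Kdm5d at 10.49 and 10.40, and Sry at 10.35 and 10.51, while Zfy1 and Usp9y lay between 5.70 and 6.43. Xist, a female-specific gene, was at 6.39 and 6.49. Together, the levels of the Y-linked genes and Xist argue against pools of females only. The percentiles of the list medians, 74.29 for Y-linked genes and 37.77 for Xist, describe differences between the pools and do not bear on sex. Olfactory receptor genes past the signal-dependent threshold in either direction made up 14.89% of the family, against a median of 4.39% and a highest value of 6.51% among random lists matched on signal.

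The largest differences without a signal filter included the T cell receptor segment Traj1 (log2 values of 5.39 in the PBS pool and 8.63 in the OVA pool) and Zscan4c, a gene of early embryos (a low 6.14, and 7.75). In the other direction they included the microRNA gene Mir434 (7.72 and 5.39). The values of 5.39 lie below the lower quartiles of the arrays, so no fold is given for these genes. Lists that did not stand apart were small intestine enterocyte markers (median 0.11, percentile 28.40), blood markers (0.12, 37.61), olfactory ensheathing cell genes (-0.08, 12.26), respiratory epithelium and nasal gland genes (0.20, 75.95), choroid plexus genes (0.17, 65.85), vascular and meningeal genes (-0.11, 8.88), heat shock genes (-0.13, 15.78) and pregnancy-specific glycoprotein genes (0.22, 95.97, but 97.97 and apart against random lists without multicopy families).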
